A study of Mus musculus with 6 samples.

How the data were processed

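Bone marrow RNA of 6 mice, 3 with HoxA9wt/Meis1 and 3 with HoxA9AA/Meis1 donor cells, was hybridised to 6 Affymetrix mouse whole-transcript gene arrays, 1 per mouse, and the labels call the animals biological replicates. The deposited values are on a log2 scale. Per the submitters' processing notes they were made with the R package oligo and RMA, which corrects background, normalizes between arrays by quantiles at the probe level and summarises each probe set; versions and the annotation used are not given in the sources used here. The values have 2 decimals, and their log2 scale was taken from their range and from the use of RMA. No array was scaled, centred or left out before the main comparison. No 2 arrays held the same data: 1.15% to 2.83% of values were identical between any pair. Each array gives 1 value per probe set and no count, so that precision comes from the spread between mice.

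Gene names came from the platform annotation of the probe sets. Of 35556 probe sets, 21789 had 1 gene symbol, 1621 had several and were left out, and 12146 were not listed there and stayed unnamed. Genes measured only by probe sets with several symbols are therefore missing. Symbols were compared through Entrez identifiers with a RefSeq gene table of assembly GRCm38.p6. This changed 0 symbols, and 91 probe sets had an identifier that the table lacks. The build behind the array annotation is not given in the sources used here, so the table served for names, chromosomes and gene order, and no coordinates are reported. For 999 genes with more than 1 probe set the brightest was used, which left 19938 genes, and no gene named by the rule below had probe sets of opposite sign.

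The 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, two-sided, no block), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. All differences are HoxA9AA/Meis1 minus HoxA9wt/Meis1. Before the data were examined, 32 gene lists with 739 different genes were fixed. The lists covered haematopoietic stem cells, reported HoxA9/Meis1 targets, homeobox genes, neutrophil granules, monocytes and the other cell types of bone marrow. They also covered proliferation, signalling, stress, metabolism, adhesion and sex-linked genes. They were drawn from general knowledge and not from these samples, and some genes stand on several lists. Each list was tested with limma's camera (preset correlation 0.01, adjusted over the 32 lists), again with an estimated correlation, and with fry, which asks whether a list's genes move on balance one way. List scores were the mean over members of the value minus the HoxA9wt mean and were compared with an exact two-sided permutation test.

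The rule for naming genes was also fixed beforehand. It takes Hoxa9 and Meis1, then up to 12 genes per direction with an adjusted p under 0.05 and non-overlapping groups. If fewer than 8 pass, it fills each direction to 8 with the largest differences among genes with an unadjusted p under 0.05 and non-overlapping groups, reported as values that did not pass. It adds up to 4 members with the smallest p of each list described, and it passes over predicted genes and gene segments. As no gene passed, all 16 genes of this kind came from the filling step. Mpo, Elane, Cd3e and Shtn1 were named after their values were seen, as were the genes of the section on other observations. Xist, which is not among the 4 sex-linked genes with the smallest p, was named outside the rule too. Similarity of arrays was described with Pearson's r and principal components.

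The comparison was tested on simulated data with the real means and spreads of the 19938 genes. With no change, 0 genes were called. With 200 changed genes, 188 genes were called, of which 178 were among the changed ones. Other settings fixed beforehand were the replicate number as a block, leaving out each array, dropping genes under the median (6.82) or the lowest 0.2 (5.30) of all probe sets, all probe sets, the mean of a gene's probe sets, quantile normalization, median centring, eBayes with trend and robust, array weights, no moderation of the variance, and, for lists, genes on 1 list only. Leaving out a stretch of chromosome 2 and chromosome Y was added after seeing the data. To find such stretches, genes with a HoxA9wt mean of 8 or more were put in gene order, differences from the HoxA9wt mean were limited to 1.5 in size, and the run of at least 20 genes on 1 chromosome that stood out most was taken for each array (a HoxA9wt array was compared with the mean of the other HoxA9wt arrays). The search was tested on 1 array with shuffled genes and a run of 150 genes lowered by 0.8, and it found 100% of them. Figures were drawn with matplotlib 3.10.9.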

Results

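Gene expression was measured by microarray in whole bone marrow cells of 6 mice with disease, each on its own Affymetrix mouse gene array. Lethally irradiated recipients had been given donor haematopoietic stem and progenitor cells (the LSK fraction) carrying 2 introduced genes, the homeobox gene Meis1 and a form of the homeobox gene HoxA9. In 3 mice this was the wild-type form (HoxA9wt/Meis1), and in 3 mice the altered form that the depositors call HoxA9AA (HoxA9AA/Meis1). The marrow was taken when disease set in, so each array is 1 animal, and the number of animals limits the precision of every value below. Expression values are on a log2 scale, on which a difference of 1 is a 2-fold difference. The median over all 35556 probe sets lay between 6.73 and 6.85 on the 6 arrays, and the median of 1027 olfactory receptor genes, taken as a measure of background, between 4.80 and 4.88.

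The marrows of the HoxA9wt/Meis1 mice resembled each other, and those of the HoxA9AA/Meis1 mice did not. Over 19938 genes the 3 HoxA9wt arrays correlated with each other at r = 0.987 to 0.990, across genes, which are not independent replicates. HoxA9AA replicate 2 correlated with the HoxA9wt arrays just as closely, at 0.989 to 0.991. HoxA9AA replicate 1 correlated with them at 0.958 to 0.966 and HoxA9AA replicate 3 at 0.968 to 0.970, and these 2 arrays correlated with each other at 0.963. The first principal component held 44.6% of the variance of the gene-centred values and the second 30.0%. The median SD over genes was 0.11 in the HoxA9wt group and 0.17 in the HoxA9AA group, and 70.8% of genes varied more among the HoxA9AA mice.

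Hoxa9 and Meis1 transcripts, introduced or endogenous, were present in every mouse, and a difference between the groups was neither found nor excluded. Hoxa9 measured 8.36 ± 0.53 (SD, n = 3) in HoxA9wt/Meis1 marrow and 8.76 ± 0.29 in HoxA9AA/Meis1 marrow, a difference of 0.40 ± 0.28 (SE; limma, adjusted p = 0.827). Meis1 measured 9.61 ± 0.52 and 9.53 ± 1.04, a difference of −0.08 ± 0.53 (adjusted p = 0.994) whose sign turned to 0.22 without HoxA9wt replicate 3 and to 0.44 without HoxA9AA replicate 1. The arrays do not separate introduced from endogenous transcripts. Of the genes of the Y chromosome, Eif2s3y, Uty and Kdm5d were well above background in the HoxA9wt arrays, at means of 9.53, 8.58 and 8.86. They measured 4.73, 4.79 and 6.48 in HoxA9AA replicate 1, 9.45, 8.44 and 9.18 in replicate 2, and 7.84, 7.36 and 8.59 in replicate 3. Xist, the RNA of the inactive X chromosome, lay between 5.25 and 6.05 on all 6 arrays. As a list, the 7 measured sex-linked genes did not pass the test (camera, adjusted p = 0.056).

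**Figure D1:**
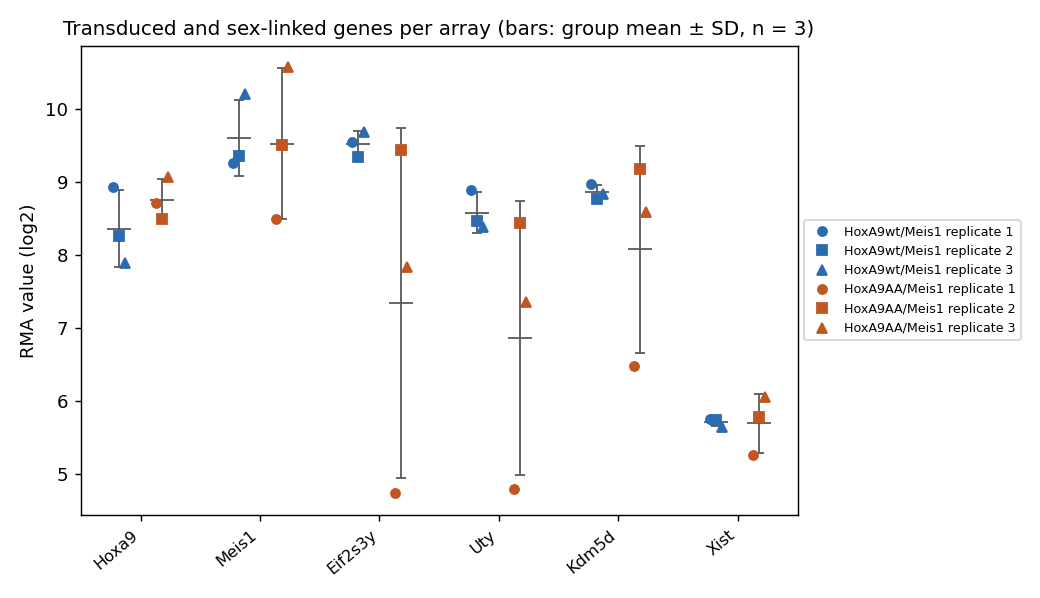
Expression values (log2, vertical axis) of the introduced genes Hoxa9 and Meis1, the Y-linked genes Eif2s3y, Uty and Kdm5d, and Xist on each of the 6 arrays; symbols are single mice and bars the group mean ± SD (n = 3). Hoxa9 and Meis1 overlap between the groups, and the 3 Y-linked genes are lowest in HoxA9AA replicate 1, at 4.73, 4.79 and 6.48.

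The main comparison asked which genes differ between diseased marrow with the altered and with the wild-type HoxA9. Among genes with an unadjusted p under 0.05 and non-overlapping groups, the 8 largest differences towards lower values in HoxA9AA/Meis1 marrow included the neutrophil collagenase gene Mmp8 and the macrophage receptor genes Msr1 and Mertk, and the 8 largest towards higher values the integrin gene Itgb3 and the histone demethylase gene Kdm5b. No single gene passed the test. With limma, 0 of 19938 genes had an adjusted p under 0.05 (the smallest was 0.731), while 1344 genes had an unadjusted p under 0.05, 828 higher and 516 lower in HoxA9AA/Meis1, against 996.9 expected by chance and 1080 in data simulated without change. This balance depends on the setting, with 1027 higher and 392 lower after median centring, and 1164 higher and 1311 lower among all probe sets. The 3 values of one group all lay above the 3 of the other for 2272 genes, or 11.4%, where chance gives 10%. On data simulated with the spread of these arrays, the same test recovered 83% of genes changed by 1 on the log2 scale. For genes changed by 2 it recovered 95%. These shares do not hold for genes that vary widely among the HoxA9AA mice. Mmp8, at −3.54 with an SD of 2.71 in that group, had an adjusted p of 0.731 (limma). Large differences in such genes are therefore not excluded. The count of 0 was that of every other setting with all 6 arrays too. Without HoxA9AA replicate 2 the test called 48 genes, 17 higher and 31 lower, and without HoxA9wt replicate 3 it called 1, the lower gene Shtn1. HoxA9AA replicate 2 was the HoxA9AA array most like the HoxA9wt arrays, so leaving it out favours such calls. Genes said below to pass without HoxA9AA replicate 2 are therefore no evidence of a difference shared by the HoxA9AA mice.

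Among genes with an unadjusted p under 0.05 whose groups did not overlap, the 8 largest differences towards higher values in HoxA9AA/Meis1, none of which passed the test (adjusted p = 0.731 for each), were between 1.31 and 2 on the log2 scale. Gkap1, a protein that anchors cGMP-dependent kinase, measured 6.04 ± 0.59 in HoxA9wt/Meis1 and 8.04 ± 1.09 in HoxA9AA/Meis1 marrow. Kdm5b, a histone H3 lysine demethylase, measured 6.74 ± 0.22 and 8.11 ± 0.71, and Neto2 6.37 ± 0.19 and 8.17 ± 1.16. Itgb3, the integrin beta chain of platelets and of many myeloid cells, measured 7.70 ± 0.44 and 9.01 ± 0.33, so that all 3 HoxA9AA mice lay close together. Rnf125, Cryab, Hnmt and Fgl2 differed by 1.38, 1.38, 1.35 and 1.32. For Hnmt this is a lower limit, since HoxA9wt replicate 3, at 4.84, lay below the olfactory receptor median of its array. In Gkap1, Neto2, Rnf125, Kdm5b and Fgl2, HoxA9AA replicate 2 lay nearer to the HoxA9wt mean than to replicates 1 and 3. The nearest mice of the 2 groups were barely apart for Fgl2 (8.70 against 8.68), Hnmt (5.37 against 5.32) and Cryab (6.35 against 6.25). Without HoxA9AA replicate 2, Neto2 (difference 2.43, adjusted p = 0.0470) and Kdm5b (1.77, adjusted p = 0.0446) passed.

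The 8 largest differences towards lower values under the same limits, again with an adjusted p of 0.731 each, were between −3.54 and −2.56. Mmp8, the collagenase of neutrophil granules, measured 12.06 ± 0.40 in HoxA9wt/Meis1 marrow and 8.53 ± 2.71 in HoxA9AA/Meis1 marrow, where replicate 2 stood at 11.44, replicate 1 at 8.07 and replicate 3 at 6.07. The lectin-like receptor gene Klra2 differed by −3.04, the scavenger receptor gene Msr1 by −3.00, P2ry10b by −2.66 (at least this far, since HoxA9AA replicate 1, at 4.56, lay below the olfactory receptor median), Bst1, which encodes a surface enzyme of myeloid and stromal cells, by −2.64, and Ms4a8a by −2.59. Mertk, a receptor for apoptotic cells, differed by −2.56, and it lies in a stretch of chromosome 2 whose genes had a median of −0.85 relative to the HoxA9wt mean in HoxA9AA replicate 1 and of 0.07 in replicate 3, while Mertk itself measured 6.14 and 6.64 there against 9.80 ± 0.33 in HoxA9wt/Meis1. In these genes except Abca6, HoxA9AA replicate 2 lay nearer to the HoxA9wt values than to replicates 1 and 3. Abca6, a transporter of the ABC family, measured 8.69 ± 0.93 in HoxA9wt/Meis1, and 5.26, 6.62 and 5.28 in the 3 HoxA9AA mice. Without HoxA9AA replicate 2, Bst1 (−3.80, adjusted p = 0.00827), Msr1 (−4.07, adjusted p = 0.0446), P2ry10b (−3.60, again a lower limit in size) and Mertk (−3.41, adjusted p = 0.0319 for both) passed. These calls followed from leaving out the mouse nearest to the HoxA9wt values.

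**Figure D2:**
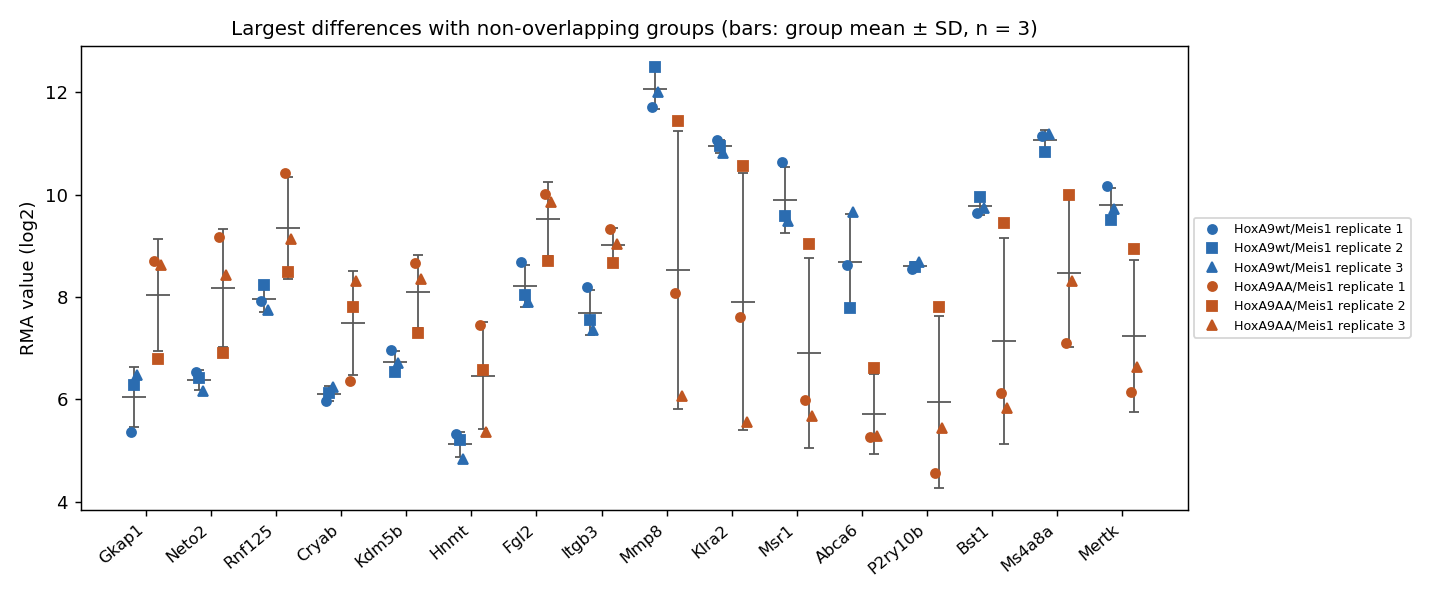
Expression values (log2, vertical axis) on each of the 6 arrays for the 8 genes with the largest differences in each direction among those with an unadjusted p under 0.05 and non-overlapping groups; symbols are single mice and bars the group mean ± SD (n = 3). HoxA9AA replicate 2 lies next to the HoxA9wt mice in most of the lower genes, as for Bst1 (9.45 against a HoxA9wt mean of 9.78), but not in Abca6 (6.62 against 8.69).

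Monocyte genes were lower as a list in HoxA9AA/Meis1 marrow, with the smallest adjusted p of the 32 lists. Of its 20 measured members 19 had a lower mean, and 4 of them an unadjusted p under 0.05 (camera, adjusted p = 2.75e-07 over the 32 lists, preset correlation 0.01). The call was lost with an estimated correlation (p = 0.127, adjusted p = 0.934). Averaged over the members, the list lay at −1.35 in HoxA9AA replicate 1, −1.08 in replicate 3 and 0.01 in replicate 2, against −0.21 to 0.20 in the HoxA9wt mice, so that the groups overlapped (exact permutation p = 0.3, two-sided, where 3 mice against 3 cannot give less than 0.1). The members with the smallest p were Klf4, a transcription factor of monocyte differentiation (difference −0.43), the lysosomal protease gene Ctss (−1.01), the C-type lectin gene Clec4a3 (−2.66) and the galectin gene Lgals3 (−0.93), and none passed the adjustment over all genes or over the list alone. Without HoxA9AA replicate 2, Clec4a3 passed (−4.01, adjusted p = 0.00827).

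3 further lists passed camera, and none of them held with an estimated correlation or kept its groups apart. Erythroid genes were lower, with 20 of 22 members lower (adjusted p = 0.000225; p = 0.248 with an estimated correlation). HoxA9wt replicate 2 alone stood high, at 0.49 against −0.34 to −0.16 in the other HoxA9wt mice and −0.40 to −0.21 in the HoxA9AA mice. The call ended without HoxA9wt replicate 2 (adjusted p = 0.0514) and without HoxA9AA replicate 2 (0.0675). The carbonic anhydrase gene Car1 measured 10.27 in HoxA9wt replicate 2 and 6.04 to 7.53 elsewhere, and Rhag, a protein of the Rh complex, 7.56 and 4.6 to 5.5. Epb42 differed by −0.29 and lies in the stretch of chromosome 2, and Epor differed by −0.16. Interferon response genes were higher, with 24 of 34 members higher (adjusted p = 0.0141; p = 0.351 with an estimated correlation). The 3 HoxA9AA mice lay at 0.21 to 0.27, HoxA9wt replicate 1 at 0.43, and HoxA9wt replicates 2 and 3 at −0.23 and −0.20. The guanylate-binding protein gene Gbp5 (6.15 ± 0.07 against 6.85 ± 0.20) was the 1 member to pass when adjusted over the list alone (adjusted p = 0.0306), and Stat2, Isg20 and Gbp3 differed by 0.41, 0.62 and 0.22. The interferon call ended without HoxA9wt replicate 2 (adjusted p = 0.246), HoxA9wt replicate 3 (0.229) or HoxA9AA replicate 2 (0.0913). Immediate early genes, which respond within minutes to stimulation or handling, were lower, with 18 of 24 members lower (adjusted p = 0.0322; p = 0.406 with an estimated correlation). HoxA9wt replicate 3 stood at 0.51 and the other 5 mice at −0.38 to −0.13, and without it the direction of the list turned and its adjusted p was 0.783. Without HoxA9AA replicate 2 it was 0.107, and without HoxA9AA replicate 3 it was 0.0634. Klf6, Fos, Nr4a1 and Dusp1 differed by −0.82, −0.71, −0.82 and −1.02. Other splits of the 6 arrays into 3 and 3 called between 4 and 15 of the 32 lists.

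**Figure D3:**
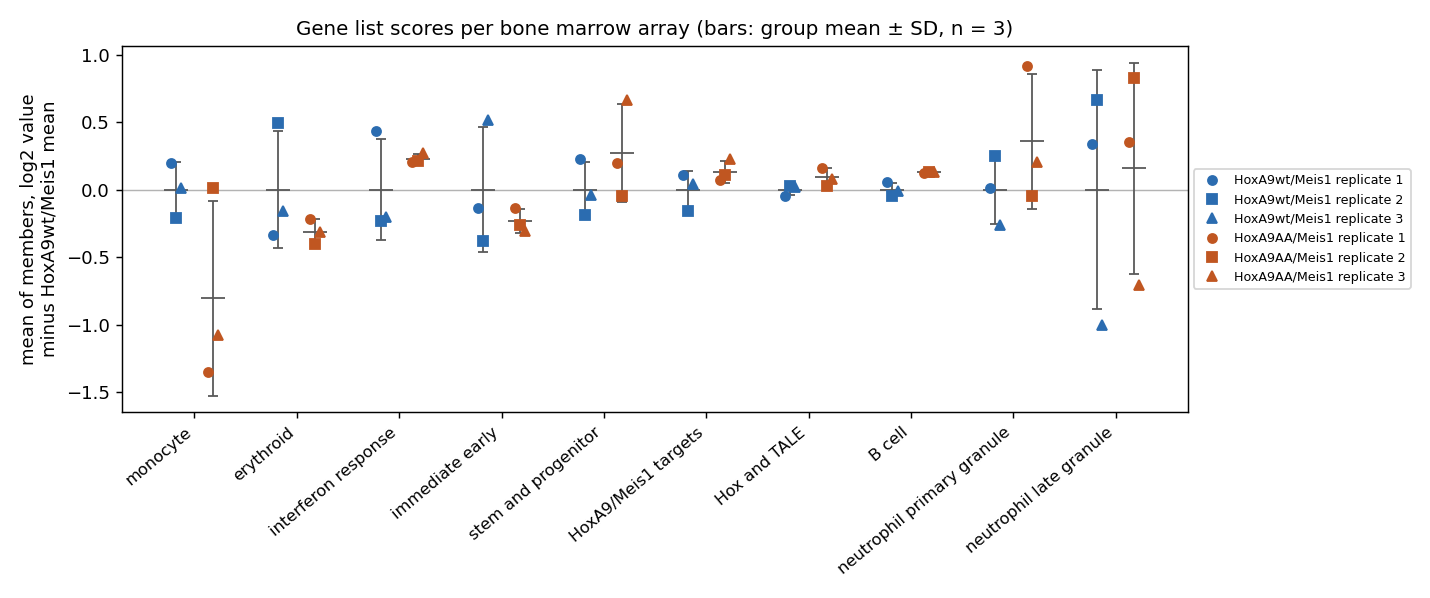
Scores of 10 gene lists (vertical axis: mean over the measured members of the log2 value minus the HoxA9wt mean) on each of the 6 arrays; symbols are single mice and bars the group mean ± SD (n = 3). The monocyte list is low in HoxA9AA replicates 1 and 3, at −1.35 and −1.08, and the erythroid, interferon and immediate early lists have 1 HoxA9wt mouse apart from the other HoxA9wt mice, at 0.49, 0.43 and 0.51.

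Stem and progenitor genes, reported HoxA9/Meis1 targets and homeobox genes mostly had higher means in HoxA9AA/Meis1 marrow, and none of these lists passed. Of 18 measured stem and progenitor genes 14 had a higher mean (camera, adjusted p = 0.0613). The list stood at 0.20, −0.05 and 0.67 in HoxA9AA replicates 1, 2 and 3. It stood at 0.22, −0.18 and −0.04 in the HoxA9wt mice, so that the groups overlapped (exact permutation p = 0.5, two-sided). The transcription factor gene Erg measured 8.32 ± 0.10 and 9.26 ± 0.46, and passed without HoxA9AA replicate 2 (1.20, adjusted p = 0.0446). The receptor gene Kit measured 8.18 ± 0.57 and 9.63 ± 1.07, and Hlf and Sox4 differed by 0.44 and 0.51. Of 26 targets 19 had a higher mean (adjusted p = 0.0563), among them Runx1 (difference 0.73) and Etv6 (0.64), while the differentiation regulator Id2 differed by −1.67. Without the stretch of chromosome 2 and chromosome Y, chosen after seeing the data, the adjusted p of the target list was 0.0458. With all genes and an estimated correlation, camera gave the target list p = 0.124 (adjusted p = 0.934). Its scores overlapped, with 0.112 in HoxA9wt replicate 1 against 0.070, 0.105 and 0.224 in HoxA9AA replicates 1, 2 and 3. Of 23 Hox and TALE genes 20 had a higher mean, but the mean difference was 0.09 (adjusted p = 0.0563). It was 0.46 for Pbx2, 0.21 for Hoxa10, 0.22 for Hoxb7 and 0.20 for Hoxb9. Several members lay near background, with HoxA9wt means of 5.14 for Hoxa10, 5.25 for Hoxa3 and 5.08 for Hoxb6. Others did not, such as Pbx2 at 7.82 and Pbx3 at 8.63. The scores of this list hardly parted the groups, with 0.0296 in HoxA9AA replicate 2 against 0.0274 in HoxA9wt replicate 2, while those of the B cell list lay at 0.12 to 0.13 against −0.04 to 0.06 (exact permutation p = 0.1 for each, two-sided, the smallest possible here).

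Neutrophil granule genes differed between single mice, and neither of their lists passed. Of 17 genes of primary granules and their precursors 13 had a higher mean (adjusted p = 0.117), and the list stood at 0.92 in HoxA9AA replicate 1, where Mpo measured 12.87 and Elane 12.71. Prss57 differed by 1.38, Nkg7 by 2.21, Plac8 by 0.24 and the protease activator gene Ctsc by −0.75. The 25 genes of late granules and maturation went both ways (15 higher, adjusted p = 0.527). The direction of this list turned to lower without HoxA9wt replicate 3 (camera, adjusted p = 0.282) and without HoxA9AA replicate 2 (0.393). It passed towards higher values without HoxA9AA replicate 3 (0.0203) or HoxA9wt replicate 2 (0.0427). Csf3r, the receptor for granulocyte colony-stimulating factor, differed by 0.74, and Anxa1 and Il1r2 differed by −0.62 and −1.86 next to Mmp8 at −3.54. The late granule list stood lowest in HoxA9wt replicate 3 and HoxA9AA replicate 3, at −1.0 and −0.70, and at 0.34 to 0.83 in the other 4 mice.

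Lists of the other cell types of marrow did not pass. Of 23 B cell genes 19 had a higher mean, with a mean difference of 0.13 (adjusted p = 0.0563). Vpreb3 (6.73 ± 0.06 and 7.32 ± 0.24), Cd22, Blnk and Cd37 differed by 0.59, 0.18, 0.29 and 0.34. Several B cell genes lay near background, such as Cd79a, Ms4a1 and Rag2 (HoxA9wt means 5.23, 5.22 and 4.39), while Cd37 stood at 9.65. Plasma cell genes had an adjusted p of 0.915, with differences of 1.01 for Jchain, 0.13 for Xbp1, −0.20 for Prdm1 and 0.15 for Fkbp11. T and NK cell genes had an adjusted p of 0.640. In this list Thy1 measured 10.5 and 10.72 in HoxA9AA replicates 1 and 3 and 6.86 to 7.22 in the other 4 mice, Nkg7 was described above, Gzmb differed by 0.34 and Ms4a4b by −0.88. Thy1 and Ms4a4b passed without HoxA9AA replicate 2 (3.61, adjusted p = 0.00827, and −1.26, adjusted p = 0.0424), while the T cell receptor complex gene Cd3e stood at 7.07 to 7.53 in all 6 mice. Tissue macrophage genes had an adjusted p of 0.160, with Mertk at −2.56, the transferrin gene Trf at 1.02, the adhesion gene Vcam1 at 1.28 and Hmox1 at −0.67. Dendritic cell and MHC class II genes had an adjusted p of 0.958, with 0.38 for Tcf4, −0.85 for H2-Aa, 0.11 for Ciita and −0.40 for Cst3, a gene of the chromosome 2 stretch. Megakaryocyte and platelet genes had an adjusted p of 0.537. In this list Thbs1 (8.73 ± 0.57 and 7.13 ± 0.12) and Itgb3 were the 2 members to pass when adjusted over the list alone (the smaller adjusted p was 0.0120), and 0 passed over all genes. Thbs1 lies in the chromosome 2 stretch, but it was low in all 3 HoxA9AA mice (7.02, 7.26 and 7.10). The median of the stretch relative to the HoxA9wt mean was −0.04 and 0.07 in HoxA9AA replicates 2 and 3. Nbeal2 differed by 0.54 and Pf4 by −0.68. Eosinophil, basophil and mast cell genes had an adjusted p of 0.958, with 0.67 for Siglecf, 0.73 for Hdc (in the same stretch), 0.26 for Gata2, and Fcer1a near background in all mice (4.21 to 4.96). Stromal, bone and endothelial genes had an adjusted p of 0.958, although Pecam1 differed by 1.19 and the fibronectin gene Fn1 by −2.84 (12.72 ± 0.21 and 9.88 ± 2.51), with −0.42 for Mmp13 and −1.40 for Fabp4.

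Apart from the interferon and immediate early lists described above, the lists on proliferation, signalling and metabolism did not pass either. The adjusted p was 0.0563 for DNA replication genes (23 of 30 higher), NF-kB and inflammatory genes (17 of 27 lower), ERK pathway genes (13 of 19 lower) and p53 targets (14 of 21 lower), and in each list 1 mouse stood furthest from the others. DNA replication genes stood at 0.50 in HoxA9AA replicate 3 and at −0.22 to 0.14 elsewhere. Without HoxA9AA replicate 3 the direction turned (0.728). The list passed without HoxA9AA replicate 1 (8.49e-06), HoxA9wt replicate 2 (0.00425) or HoxA9wt replicate 3 (0.0242). Without HoxA9wt replicate 2 the NF-kB, ERK and p53 lists passed too (0.00133, 0.00133 and 0.0455). NF-kB genes also passed without HoxA9wt replicate 1 (0.00762). All these calls used camera's preset correlation of 0.01. With all 6 arrays and an estimated correlation, camera gave DNA replication genes p = 0.571 (adjusted p = 0.977). The adjusted p was then 0.934 for each of the NF-kB, ERK and p53 lists. NF-kB genes stood at 0.40 in HoxA9wt replicate 3 and at −0.30 to −0.10 elsewhere (0.964 without it), ERK genes at 0.22 in HoxA9wt replicate 1 and at −0.26 to −0.01 elsewhere (0.418), and p53 targets at −0.18 in HoxA9AA replicate 3 and at −0.04 to 0.04 elsewhere (0.184). The adjusted p was 0.0920 for glycolysis and hypoxia genes, 0.286 for oxidative phosphorylation genes, 0.410 for cholesterol biosynthesis genes and 0.503 for myeloid transcription factors. It was 0.559 for adhesion and homing genes, of which 1 passed when adjusted over the list alone (0.0477), and 0.706 for ribosome biogenesis genes. Mitosis genes had an adjusted p of 0.801, and STAT5 targets, regulators of the Bcl2 family and unfolded protein response genes 0.958 each. In the dendritic cell, eosinophil and mast cell, stromal, STAT5, ribosome biogenesis and adhesion lists the median or mean difference and the direction of the test differed in sign.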

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

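The count of 0 genes past the threshold held in every setting that used all 6 arrays, and no gene of the rule for named genes passed or changed sign in the 6 of these settings run for them. The smallest adjusted p of any gene there was 0.0883, with trend and robust. Genes lower at an unadjusted p under 0.05 numbered 339 of the 10624 genes above the median of all probe sets, against 516 of all 19938 genes. Among all 35556 probe sets, 1311 were lower and 1164 higher. These counts rest on different numbers of tests and cannot be compared directly. The cause of the changed balance among all probe sets was not tested. Without the chromosome 2 stretch and chromosome Y, chosen after seeing the data, 0 genes passed and 829 were higher and 488 lower at an unadjusted p under 0.05. Quantile normalization and median centring moved the median difference of all genes from 0.01 to 0.05 and 0.04. Leaving out 1 array gave 0 to 17 genes called higher and 0 to 31 called lower, and 356 to 1653 higher and 252 to 1149 lower at an unadjusted p under 0.05; the upper ends all belong to leaving out HoxA9AA replicate 2, and the lower counts of 356 and 252 to HoxA9wt replicate 3. The log2 difference of Meis1 then ranged from −0.605 to 0.435, turning positive without HoxA9wt replicate 3 (0.22) and HoxA9AA replicate 1, and the log2 difference of Cst3 from −0.608 to 0.00167, turning positive without HoxA9AA replicate 1.

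The replicate numbers did not pair the mice (r of the deviations of same-numbered mice −0.21, −0.10 and −0.01). With the replicate block, 0 genes passed and 1117 had an unadjusted p under 0.05, and 12 lists passed. Those added were DNA replication (adjusted p = 0.00515), stem and progenitor genes and HoxA9/Meis1 targets (0.0157 each), B cell, NF-kB and sex-linked genes (0.0391 each), p53 targets (0.0473) and ERK (0.0474), and the direction of dendritic cell and eosinophil genes reversed (0.996 each).

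Of the 4 lists that passed, 0 kept the call with an estimated correlation (adjusted p = 0.934 for each) or with fry (0.983 for each). Among genes above the median of all probe sets the monocyte list alone kept it, with 0.0671 for erythroid and 0.0615 for interferon and immediate early genes. There the direction of 4 other lists reversed, with 0.265 for eosinophil and mast cell, 0.857 for stromal, 0.872 for Bcl2 family and 0.989 for unfolded protein genes. Quantile normalization added Hox and TALE and NF-kB (0.0246 each), ERK, p53 and glycolysis (0.0314 each) and B cell genes (0.0402), and reversed eosinophil (0.924), Bcl2 family (0.849) and unfolded protein genes (0.785). Genes on 1 list only added DNA replication, NF-kB, ERK and p53 (0.0436 each) and reversed dendritic cell (0.969), STAT5 (0.407) and unfolded protein genes (0.973). Fry reversed dendritic cell and eosinophil genes (0.998 each). Without the chromosome 2 stretch and chromosome Y, the 4 lists kept their call, HoxA9/Meis1 targets (0.0458) and DNA replication (0.0336) passed, and dendritic cell and stromal genes reversed (0.973 each). With each array left out in turn, the adjusted p of the lists ranged from 0.0130 to 0.265 for stem and progenitor, 0.00576 to 0.166 for HoxA9/Meis1 targets, 0.0264 to 0.482 for Hox and TALE, 0.0343 to 0.965 for primary granule, 0.0203 to 0.815 for late granule, 0.0182 to 0.873 for tissue macrophage, 7.93e-08 to 0.0675 for erythroid, 0.00835 to 0.290 for B cell, 8.49e-06 to 0.728 for DNA replication, 0.00576 to 0.783 for mitosis. It ranged from 8.68e-05 to 0.969 for ribosome biogenesis and Myc-responsive, 1.21e-13 to 0.246 for interferon response, 0.00133 to 0.964 for NF-kB and inflammatory, 8.05e-07 to 0.783 for immediate early, 0.00133 to 0.418 for ERK pathway feedback, 0.0455 to 0.184 for p53 target, 8.68e-05 to 0.545 for oxidative phosphorylation, 0.00506 to 0.719 for glycolysis and hypoxia, 0.0143 to 0.900 for cholesterol biosynthesis, 0.0237 to 0.629 for sex-linked. For the lists that stayed on one side of the threshold or only turned direction it ranged from 4.63e-13 to 0.00261 for monocyte, 0.149 to 0.969 for dendritic cell, 0.229 to 0.924 for megakaryocyte, 0.534 to 0.980 for plasma cell, 0.0666 to 0.966 for T and NK cell, 0.227 to 0.941 for eosinophil and mast cell, 0.508 to 0.924 for stromal, 0.393 to 0.969 for STAT5 target, 0.607 to 0.973 for Bcl2 family, 0.181 to 0.825 for myeloid factors, 0.165 to 0.900 for unfolded protein, 0.125 to 0.873 for adhesion. Over these 6 settings the direction of a list reversed 34 times, in 17 lists, 1 of which had passed with all arrays (immediate early, without HoxA9wt replicate 3). Of the reversed lists 3 passed, all towards higher values: mitosis without HoxA9wt replicate 2 (0.0398), and ribosome biogenesis (0.0143) and oxidative phosphorylation (0.0409) without HoxA9AA replicate 1. The cause of these changes was not tested. Genes near the level of olfactory receptors, 4.80 to 4.88, are too dim for a difference towards lower values to be seen.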

Other observations

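All tests in this part were chosen after the results were seen, and so were the genes named. Each mouse had genes that set it apart from the other 5 by more than 1 on the log2 scale: 293 genes in HoxA9AA replicate 1, 142 in HoxA9AA replicate 3, 10 in HoxA9AA replicate 2, and 35, 14 and 33 in HoxA9wt replicates 1, 2 and 3. Among the genes high in HoxA9AA replicate 1 were Otogl (10.38, against 5.64 to 6.10 in the other mice), the sperm surface gene Adam18 (8.97 against 4.50 to 4.80), Thbs4 (9.92), the thyrotropin receptor gene Tshr (9.45) and the coactivator gene Ppargc1a (10.47). The cytokine receptor genes Flt3 (6.92 against 9.87 to 10.85) and Lifr (6.32 against 8.48 to 10.04) were low there. In HoxA9AA replicate 3 the liver regulator gene Hnf4a (9.90 against 7.42 to 7.50), the interleukin 2 receptor gene Il2ra (7.89 against 5.70 to 5.83), Cd27 (8.98) and Prkca (9.11) were high. Serpinb10 (5.34 against 10.16 to 11.27), the integrin gene Itga1 (6.06 against 10.03 to 10.65) and the macrophage product gene Chil3 (9.56 against 12.04 to 12.95) were low. In HoxA9AA replicate 2 the gene furthest apart was Syce1, a protein of the meiotic synaptonemal complex (8.69 against 4.94 to 5.19).

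Single genes also set the HoxA9wt mice apart. In replicate 3 the genes low included Ngp at 8.25 (against 11.69 to 12.42 in the other 5 mice), S100a9 at 7.74 (10.60 to 12.23) and the chemokine receptor gene Cxcr2 at 6.09 (8.70 to 10.57), and the genes high included Il1b at 10.37 (6.01 to 7.87), Ccl2 at 9.0 (6.41 to 7.0) and Egr2 at 8.59 (6.52 to 6.77). Replicate 2 had high Car1, Car2 and Rhag and low Cd34 (7.36 against 9.16 to 10.40). In replicate 1 the gene furthest apart was Tmprss11g (8.03 against 4.33 to 4.52), and the fatty acid binding protein gene Fabp4 (10.33 against 6.46 to 8.05) and Cd36 (9.85 against 4.88 to 7.69) were high too.

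Genes of a long stretch of chromosome 2, from Marchf7 to Stk4 in gene order, were low in HoxA9AA replicate 1: the 264 genes with a HoxA9wt mean of 8 or more had a median of −0.85 relative to the HoxA9wt mean, against −0.04 and 0.07 in HoxA9AA replicates 2 and 3. The run that stood out most in HoxA9AA replicate 3, from Rc3h2 to Dcaf17 (42 genes, median −0.32, z = −6.04, against 5.66 at most in shuffles), shares 19 genes with this stretch; runs of 20 genes on chromosome 6 also passed their shuffles in HoxA9wt replicate 2 (z = −6.89 against 5.79) and replicate 1 (5.71 against 5.62), and so did all 297 genes of chromosome 6 in HoxA9AA replicate 2 (median 0.12, z = 8.82 against 5.81). The stretch was the run that stood out most on the array of replicate 1 (z = −18.9, against 5.06 at most in 100 shuffles of the gene order). A general loss of signal, which would not follow the gene order, is argued against by these shuffles, which kept every value of the array. Cd44 (9.08 against 10.47 ± 0.20) and Celf1 (7.55 against 9.02 ± 0.04) lie in the stretch, and so does Spi1, the gene of the myeloid factor PU.1, at 9.32 against 9.35 ± 0.05. Loss of 1 copy of the stretch in the cells of this mouse may underlie the pattern, as a hypothesis that no DNA measurement here can decide; co-regulation of neighbouring genes stays open, and no biological explanation was tested.

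Y-linked genes were low in the same mouse, by −4.80 for Eif2s3y, −3.79 for Uty and −2.38 for Kdm5d relative to the HoxA9wt mean (the first 2 genes lay below the olfactory receptor median of this array, 4.88, so that their falls are at least this large), and in HoxA9AA replicate 3 by −1.69, −1.22 and −0.27. In HoxA9AA replicate 1, cells of a female animal that keep an inactive X chromosome are argued against. There Xist differed by −0.46, and the median of 4 X-linked genes that escape inactivation by −0.41. Female cells without the inactive X chromosome are not covered by this test. The median of 197 X-linked genes was −0.30 in this mouse, lower than that of every chromosome but 2 (−0.49). A general loss of signal on this array is argued against too. Of 4035 genes at a similar HoxA9wt level, 0.719% fell as far as Kdm5d, the least changed of the 3 Y-linked genes. In HoxA9AA replicate 3, Xist differed by 0.34. Of the 4 X-linked genes, Kdm5c differed there by 0.32 and Eif2s3x by 0.14, but Kdm6a by −0.19 and Ddx3x by −0.41. For replicate 3, a share of cells of a female animal therefore stays open. Loss of the Y chromosome in the transplanted cells of HoxA9AA replicate 1, and in part of those of replicate 3, may be the reason and was not tested; the sex of donors and recipients is not given in the sources used here.

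HoxA9AA replicate 2 lay with the HoxA9wt mice. On an axis from the HoxA9wt mice (0) to HoxA9AA replicates 1 and 3 (1), built from 200 genes without it, it stood at 0.129 ± 0.012 over 3 rounds, and HoxA9wt mice held out of the axis stood at 0.066 to 0.117. It lay beyond the held-out mouse in each round, at 0.140 against 0.117, 0.131 against 0.109 and 0.116 against 0.066, with 75.5%, 77% and 72% of genes on the HoxA9AA side against 67.5%, 72% and 51%. A swap of labels with a HoxA9wt array that holds a mouse like HoxA9AA replicates 1 and 3 is argued against, since the highest HoxA9wt position was 0.117; a swap with a HoxA9AA mouse that lies with the HoxA9wt mice stays open. A single mislabelled sample cannot be told apart from a HoxA9AA mouse with marrow like that of the HoxA9wt mice, since 0.129 exceeds that position by less than the SD of the held-out mice, 0.027.

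The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Of these, the real split included, 2 gave as many genes at an unadjusted p under 0.05 as the real split (1344, the highest other 1739), all 10 gave 0 genes past the adjusted threshold, where the real count of 0 lets every split match and so tests nothing, and all 10 gave as many lists past camera's threshold (4, the highest other 15). The split with 1739 genes set HoxA9wt replicate 1 with HoxA9AA replicates 2 and 3 against the rest.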
